A study of Mus musculus with 18 samples. Its data were reported in "Multi‐omic profiling reveals an RNA processing rheostat that predisposes to prostate cancer" (2023).

How the data were processed

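Total RNA from the ventral and lateral prostate lobes of 18 male mice was sequenced. All mice carried 1 copy of TRAMP, a transgene that drives prostate tumours. Per the labels, they had wild-type Elac2 (WT-TRAMP), a prostate-epithelium knockout of Elac2 made with the Pb-Cre driver (KO-TRAMP), or the A537T protein change in ELAC2 (A537T-TRAMP). Each line was sampled at 10 weeks and at 30 weeks of age, with 3 mice per line and age. Groups were taken from the labels. The authors' tables are named for the lines and the age, while their column headers carry only a library number. The 3 columns that occur in both tables of an age were therefore taken as WT-TRAMP and the other 3 as the mutant line of that table. The libraries are called by those header numbers: 1 to 3 (WT-TRAMP), 4 to 6 (A537T-TRAMP) and 7 to 9 (KO-TRAMP) at 10 weeks, then 10 to 12 (WT-TRAMP), 13 to 15 (A537T-TRAMP) and 16 to 18 (KO-TRAMP) at 30 weeks. The headers give no replicate number, so a library cannot be assigned to one mouse of its group.

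The authors trimmed the reads with Trim Galore and cutadapt, aligned them with STAR to the mouse genome GRCm38 masked for nuclear copies of mitochondrial sequence, and quantified genes with Salmon on the GENCODE annotation, using strand. They imported the estimates with tximport and used DESeq2, with fold changes shrunken by apeglm. The authors deposited 4 tables of normalized counts, each a signal that equals an estimated read count divided by 1 size factor per library, set within that table of 6 libraries. In every library 100% of the values were whole multiples of a single step, so whole estimated counts could be recovered. They are called recovered reads, or reads, below, but they are rounded estimates that depend on the table. The 3 WT-TRAMP libraries of an age had different values in their 2 tables: between 30.9% and 37.6% of their genes above 0 had identical recovered reads. Values were therefore compared only within a table. The authors also deposited 4 tables of their own comparisons, with a log2 fold change and its posterior SD (both shrunken) and an s-value per gene, which is read like an adjusted p-value for the sign of the change. These tables are described only as the authors' values.

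The tables list 55469 gene IDs, of which 55142 had a symbol in the supplied gene table. Coordinates are GRCm38 positions from the supplied GENCODE annotation, an earlier release than the authors used. For Cpeb2 and Snhg11 the version of the gene ID differs between the releases.

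Each mutant line was compared with WT-TRAMP of the same age on the 6 libraries of the matching table. The test was limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3 on log2(normalized count + 1), over genes with a mean normalized count of at least 10. The p-values are two-sided with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. The difference between a line's effects at 30 and 10 weeks was tested as an interaction over 12 libraries, with a separate intercept for each table. KO-TRAMP against A537T-TRAMP and WT-TRAMP at 30 against 10 weeks were planned only if the tables shared a scale, and were left out because they do not. Single-gene differences of Elac2 were also tested by exact two-sided permutation, which cannot go below 0.1 with 3 libraries against 3.

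Pathway lists were tested with limma's camera at a preset correlation of 0.01. The 8 lists hold the mRNAs of the mitochondrial genome, nuclear genes of oxidative phosphorylation, proliferation, interferon response, unfolded protein response, extracellular matrix, hypoxia, and angiogenesis with endothelial genes. A further 11 composition lists hold markers of seminal vesicle, luminal secretory epithelium, basal epithelium, neuroendocrine cells, smooth muscle, skeletal muscle, adipose tissue, macrophages, T cells, B cells and erythrocytes. All list members, the comparisons, the tests, the alternatives below not described as added, and the rule for named genes were fixed before the data were examined. Genes were named by this rule: Elac2, 24 genes the study discusses, and per comparison and direction up to 3 genes with the largest change. Those 3 had to pass the threshold, have a mean of at least 100, no overlap between the groups, and a symbol that is not a clone name or an immunoglobulin or T cell receptor segment. Where no gene qualified, the 2 genes with the smallest p under the other conditions were named. A gene that the study discusses is not reported here. Genes named outside this rule are marked in the text as chosen after their values were seen.

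Depth was between 9380174 and 14830104 recovered reads per library, and intervals were not computed because all comparisons rest on replicates. Sequence shared between genes was measured as the percentage of a gene's words of 31 bases that occur in another gene of the annotation, and genes at or above 50% with any single gene were treated as near-identical copies. Sums over copies took only those that share 100%.

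The tests were tested on simulated data with known changes. With 1 spread for all genes, limma recovered 100% of 197 changed genes with 5 false calls, the interaction recovered 85% of 200 changed genes, and no gene was called when none had been changed. With each gene's own spread between replicates, limma recovered 80.8% of the changed genes for KO-TRAMP and 71.5% for A537T-TRAMP at 10 weeks. At 30 weeks it recovered 52.8% and 75.0%. False calls were 10 of 166 and 6 of 144 at 10 weeks, and 9 of 112 and 8 of 152 at 30 weeks. All changed genes differed by 2 on the log2 scale.

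The alternatives were pseudocounts of 0.5 and 10, no filter on low values, a minimum mean of 50, quantile normalization, limma array weights, leaving out each library in turn, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, Spearman's rho for correlations, and fry or an estimated correlation for lists. A pair of alternatives was added after seeing the data: the seminal vesicle score of each library as a covariate, and leaving out libraries 12 and 18. No column of per-sample values was left unused. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.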

Results

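RNA-seq of ventral and lateral prostate lobes was available for 18 TRAMP mice: 3 WT-TRAMP, 3 KO-TRAMP and 3 A537T-TRAMP mice at 10 weeks and the same numbers at 30 weeks. ELAC2 is the nuclease that removes 3′ trailers from precursor tRNAs. The comparisons ask how loss of Elac2 in prostate epithelium, or the A537T change, alters the transcriptome at these ages. The libraries held between 9380174 and 14830104 recovered reads. Values are the authors' normalized counts, given as mean ± SD with n = 3 libraries per group. Fold changes are on the log2(normalized count + 1) scale with their standard error (SE), and adjusted p-values are from limma with Benjamini-Hochberg adjustment.

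The targeted gene Elac2 (ENSMUSG00000020549.14, chromosome 11, 64979038 to 65002069, plus strand, protein coding) was measured with 214 to 411 reads per library. At 10 weeks its normalized count was 273 ± 25 in KO-TRAMP and 318 ± 36.6 in WT-TRAMP, which is 85.6% of wild type. The log2 fold change was −0.22 (SE 0.14), with a limma adjusted p of 0.808 and an exact two-sided permutation p of 0.2. In A537T-TRAMP at 10 weeks it was 267 ± 34.1 against 283 ± 32.9 in the same table, a log2 fold change of −0.09 (SE 0.16, limma adjusted p 0.869, exact p 0.5). At 30 weeks it was 256 ± 10.2 in KO-TRAMP and 293 ± 37.3 in WT-TRAMP, or 87.1% of wild type. That log2 fold change was −0.19 (SE 0.14, limma adjusted p 0.522, exact p 0.2). In A537T-TRAMP at 30 weeks it was 279 ± 18.4 against 271 ± 33.5, a log2 fold change of 0.05 (SE 0.13, limma adjusted p 0.961, exact p 0.8). The smallest p the exact test allows is 0.1. The ranges of the groups overlapped in all 4 comparisons and neither test had a p under 0.05, so the transcript level neither separated the groups nor tested the labels. Per the paper, the knockout deletes a single exon in the prostate only, and A537T changes 1 amino acid. A count over the whole gene can therefore stay near wild type. The paper's immunoblots found ELAC2 protein lost in KO and reduced in A537T prostates, in mice without TRAMP. Of the alternatives run for Elac2, an adjusted p under 0.05 came only from limma with array weights for KO-TRAMP at 30 weeks (−0.27, adjusted p 0.00983). The other alternatives there had adjusted p-values up to 0.792. The difference between the effects at 30 and 10 weeks was 0.03 (limma adjusted p 0.951) for KO-TRAMP and 0.13 (limma adjusted p 0.850) for A537T-TRAMP. Without 1 library the KO-TRAMP value ranged from −0.29 (without library 7) to −0.13 (without library 1) at 10 weeks, and from −0.30 (without library 10) to −0.12 (without library 11) at 30 weeks. The direction in A537T-TRAMP changed to 0.01 without library 1 at 10 weeks and to −0.06 without library 10 at 30 weeks, and its value was −0.19 without library 4 and 0.11 without library 11.

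**Figure D1:**
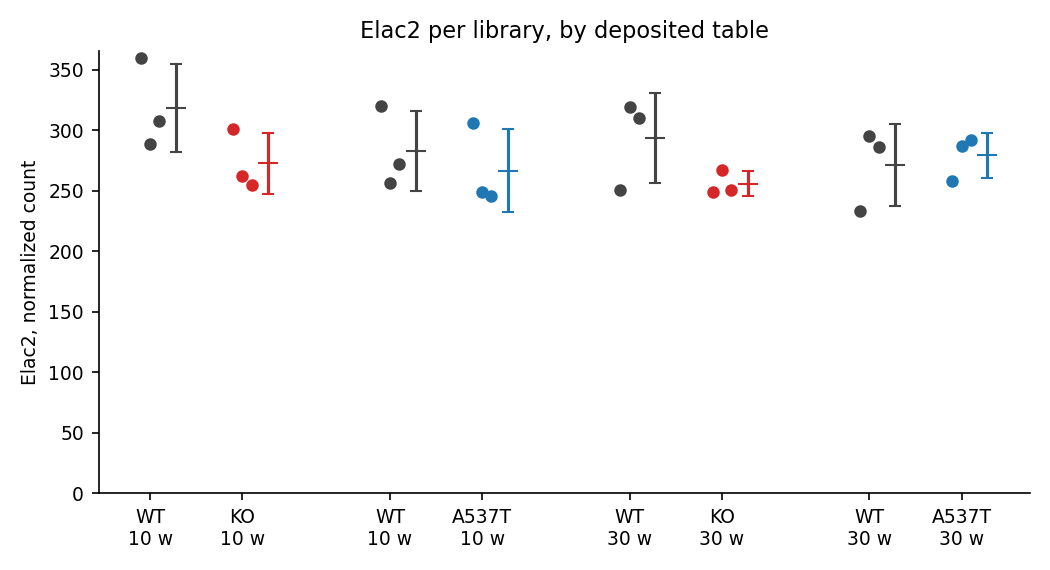
Normalized count of Elac2 in each library (points) with mean and SD (bars), by deposited table and group, at 10 and 30 weeks (w). Means lie between 256 and 318, and the groups of every table overlap.

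At 10 weeks, 2 of 15451 genes tested passed an adjusted p of 0.05 in KO-TRAMP, 1 higher and 1 lower, and 1026 had an unadjusted p under 0.05 where chance gives 772.55. The groups did not overlap for 1859 genes (12.0%, where chance gives 10%). The gene 2210418O10Rik was higher (log2 fold change 7.77, SE 0.47, limma adjusted p 0.00295) and Gm26444 lower (−6.74, SE 0.46, limma adjusted p 0.00356). In A537T-TRAMP 1 of 15438 genes passed, again Gm26444 (−6.59, SE 0.50, limma adjusted p 0.0389). There 1218 genes had an unadjusted p under 0.05, and 13.4% of the genes did not overlap between the groups where chance gives 10%. Both genes fall outside the naming rule and are named because they are the whole of these counts. They share their sequence with other genes, 100% of it for 2210418O10Rik with Gm14296 and for Gm26444 with Rnu1a1, so their values are uncertain. The alternative that moved these counts most was DESeq2 on the recovered reads, with 83 genes in KO-TRAMP and 148 in A537T-TRAMP. Leaving out library 3 raised the KO-TRAMP count to 9, and leaving out library 4 raised the A537T-TRAMP count to 65.

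No gene that met the naming rule passed the threshold at 10 weeks. In KO-TRAMP the smallest p among higher genes belonged to Arhgef40 (chromosome 14, 51984719 to 52006251). It had 430 ± 34.1 normalized counts against 251 ± 30.4, a log2 fold change of 0.78 (SE 0.14, limma adjusted p 0.524). Slc25a10 (chromosome 11, 120491840 to 120499187) followed with a log2 fold change of 0.66 (SE 0.13, limma adjusted p 0.574). Among lower genes these were Gucy2g (chromosome 19, 55198099 to 55241236; −1.38, SE 0.18, limma adjusted p 0.234) and Cercam (chromosome 2, 29869164 to 29882840; −1.08, SE 0.14, limma adjusted p 0.234). In A537T-TRAMP Pbsn (chromosome X, 77837901 to 77853623), whose rat counterpart gave the promoter of the TRAMP transgene, had 1340 ± 210 against 394 ± 117 normalized counts. Its log2 fold change was 1.79 (SE 0.23, limma adjusted p 0.458). Fbn1 (chromosome 2, 125300594 to 125507993) had a log2 fold change of 0.93 (SE 0.13, limma adjusted p 0.458). The lower genes were Tmem181b-ps (chromosome 17, 6438524 to 6467022; −0.83, SE 0.17, limma adjusted p 0.60), which shares 52.6% of its sequence with Tmem181a, and Cpeb2 (chromosome 5, 43233170 to 43289724; −0.63, SE 0.14, limma adjusted p 0.60).

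At 30 weeks, 36 of 16900 genes passed in KO-TRAMP, 32 higher and 4 lower, and 2289 had an unadjusted p under 0.05. The groups did not overlap for 3421 genes (20.2%, where chance gives 10% if the 6 libraries are independent). Libraries 12 and 18 lay between the others of their groups for most genes, which can raise the share that chance gives. Thbs2 (ENSMUSG00000023885.9, chromosome 17, 14665500 to 14694235) had 461 ± 204 normalized counts against 39.6 ± 6.31, a log2 fold change of 3.41 (SE 0.38, limma adjusted p 0.0432). Tnc (ENSMUSG00000028364.15, chromosome 4, 63959785 to 64047015) had 705 ± 302 against 85.9 ± 7.43, a log2 fold change of 2.94 (SE 0.31, limma adjusted p 0.0415). Col3a1 (ENSMUSG00000026043.18, chromosome 1, 45311538 to 45349706) had 10165 ± 3116 against 1523 ± 258, a log2 fold change of 2.71 (SE 0.25, limma adjusted p 0.0401). The lower gene that met the naming rule was Tcaf3 (ENSMUSG00000018656.5, chromosome 6, 42584866 to 42597692), with 26.5 ± 7.68 against 609 ± 204, a log2 fold change of −4.45 (SE 0.34, limma adjusted p 0.0281). The other lower genes, named after their values were seen, were Gm5615, Ucp1 and Igkc. Array weights moved the count most, to 10748 genes. The count was 0 without library 10, 0 without library 12, 0 without library 18 and 3064 without library 16, so single libraries decided it. At an unadjusted p under 0.05 these fits had 1385, 1047, 958 and 6624 genes.

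In A537T-TRAMP at 30 weeks 0 of 16261 genes passed, with a smallest adjusted p of 0.124 and 1173 genes at an unadjusted p under 0.05. The groups did not overlap for 13.4% of the genes, where chance gives 10%. The smallest p among higher genes belonged to Igfbp4 (chromosome 11, 99041244 to 99054392), with 445 ± 30.4 against 156 ± 26.8 normalized counts and a log2 fold change of 1.52 (SE 0.16, limma adjusted p 0.124). Igf1 (chromosome 10, 87858265 to 87937042) had 714 ± 226 against 138 ± 25.2, a log2 fold change of 2.33 (SE 0.25, limma adjusted p 0.124). Among lower genes they were Snhg11 (chromosome 2, 158375638 to 158386145; −0.86, SE 0.13, limma adjusted p 0.214) and Fabp4 (chromosome 3, 10204088 to 10208576; −3.28, SE 0.52, limma adjusted p 0.235). Without library 11 the count was 145.

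No gene changed its effect between 10 and 30 weeks past the threshold. For KO-TRAMP this was 0 of 16431 genes (2146 at an unadjusted p under 0.05, smallest limma adjusted p 0.106). For A537T-TRAMP it was 0 of 15941 genes (1014 at an unadjusted p under 0.05, smallest limma adjusted p 0.596). Without library 16 the KO-TRAMP count was 1944, and without library 11 the A537T-TRAMP count was 20. The only gene past the threshold in more than 1 of the 4 comparisons was Gm26444.

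The paper describes the transcriptional changes of its mutant strains, with and without TRAMP, as alike, and attributes them to reduced ELAC2 function. That statement follows its gene ontology results. The correlation here takes single genes in the TRAMP lines only, so it does not test the statement directly. Across 15146 genes at 10 weeks the log2 fold changes of both lines had a Pearson r of 0.739 and a Spearman rho of 0.618, with the same sign for 71.7% of the genes. Genes are not independent replicates, and both lines share their WT-TRAMP libraries. In 100 simulated data sets with unchanged lines and shared controls r was 0.430 to 0.546, with a mean of 0.498. At 30 weeks r was 0.278 and rho 0.258 across 16075 genes, with the same sign for 59.6%, and the simulated r was 0.442 to 0.554. When the deviations of the 9 libraries of an age from their group means were shuffled with random signs 100 times, r ranged from −0.66 to 0.92 at 10 weeks and from −0.70 to 0.98 at 30 weeks. Both observed values lay within these ranges. At 30 weeks r was 0.0367 without library 16 and 0.520 without library 11.

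**Figure D2:**
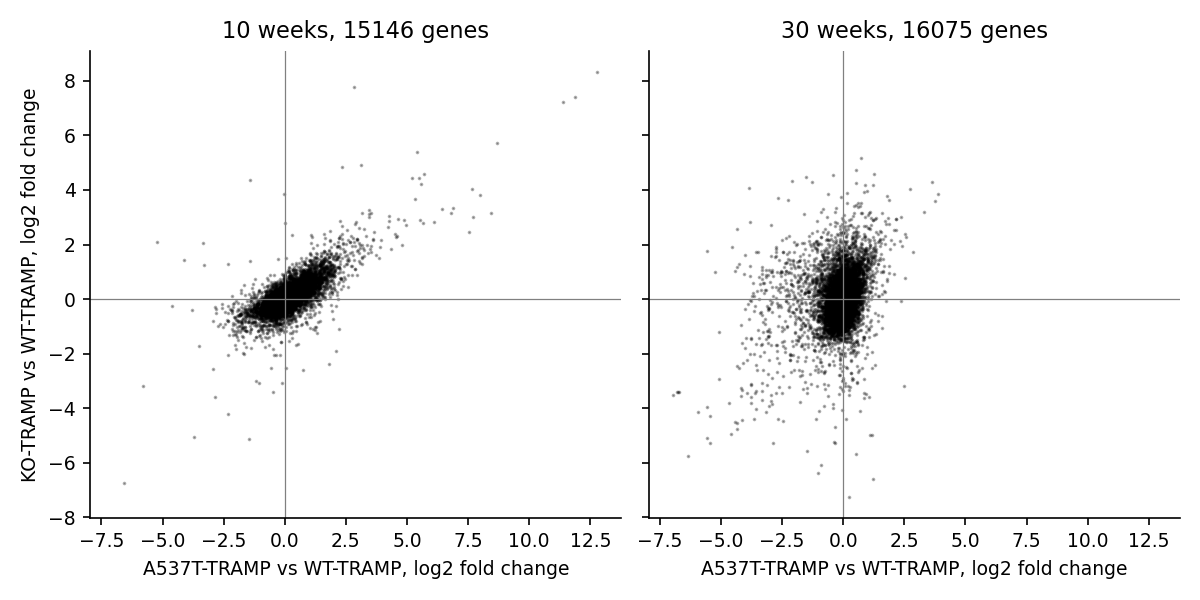
Log2 fold change of each gene in KO-TRAMP (vertical) against A537T-TRAMP (horizontal), each relative to WT-TRAMP of its age, for 15146 genes at 10 weeks and 16075 genes at 30 weeks (1 point per gene). Pearson r was 0.739 and 0.278.

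Of 32 tests of the 8 pathway lists, 24 passed an adjusted p of 0.05 with camera. With fry 5 passed: the extracellular matrix list in KO-TRAMP at 30 weeks and in A537T-TRAMP at both ages, the angiogenesis list in KO-TRAMP at 30 weeks and the unfolded protein response list in A537T-TRAMP at 30 weeks. With an estimated correlation 1 passed, the extracellular matrix list in KO-TRAMP at 30 weeks. That list had a median log2 fold change of 1.48, with 34 of 35 genes higher (camera adjusted p 1.65e-31, fry 0.000135, estimated correlation 0.0050). Its mean on the log2 scale was 9.55, 9.54 and 9.60 in libraries 16 to 18, against 8.04, 7.85 and 8.004 in libraries 10 to 12. It had medians of 0.23 in KO-TRAMP at 10 weeks (0.14 without library 9 and 0.44 without library 7), 0.55 in A537T-TRAMP at 10 weeks (30 of 35 genes higher, 0.85 without library 4) and 0.70 in A537T-TRAMP at 30 weeks (33 of 35 genes higher).

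Single libraries moved the medians of the other lists. The interferon response list had medians of −0.48 in KO-TRAMP (−0.79 without library 3 and −0.20 without library 8) and −1.09 in A537T-TRAMP (−0.51 without library 5) at 10 weeks, with 0 of 36 genes higher in both. At 30 weeks its medians were −0.85 and −0.25 (−0.06 without library 13). The nuclear oxidative phosphorylation list rose at 30 weeks, by a median of 0.40 in KO-TRAMP (74 of 76 genes higher) and 0.15 in A537T-TRAMP (69 of 76 genes higher, 0.07 without library 13 and 0.26 without library 14). At 10 weeks it had −0.03 in KO-TRAMP, which did not pass, and −0.10 in A537T-TRAMP. Without 1 library the first was −0.12 (library 7) to 0.07 (library 8) and passed in 4 of 6 fits, and the second was −0.23 (library 4) to −0.03 (library 5) and did not pass without library 5 or 6.

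The proliferation list had a median of 0.59 in KO-TRAMP at 30 weeks (40 of 40 genes higher), and libraries 17 and 18 alone carried this rise. Its mean was 8.32, 10.20 and 9.73 in libraries 16 to 18, against 9.17, 8.39 and 8.82 in libraries 10 to 12, so library 16 lay below each WT-TRAMP library. The median was 0.21 without library 17 and 1.25 without library 16. In A537T-TRAMP at 30 weeks it was 0.00 and did not pass (0.19 without library 10 and 0.22 without library 13, where it passed, and −0.15 without library 11). At 10 weeks it was −0.28 in KO-TRAMP (−0.42 without library 3, and −0.11 without library 1, where it did not pass) and −0.35 in A537T-TRAMP (−0.58 without library 4 and −0.18 without library 5).

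The unfolded protein response list had medians of 0.25 and 0.15 in KO-TRAMP and A537T-TRAMP at 10 weeks, −0.35 in KO-TRAMP and 0.27 in A537T-TRAMP at 30 weeks. The second was 0.29 without library 6, and 0.09 without library 4, where it did not pass. The third was −0.21 without library 10. The angiogenesis list had 0.47 and 1.08 at 10 weeks and 1.03 and 0.29 at 30 weeks. In KO-TRAMP at 10 weeks it was 0.86 without library 7, and 0.29 without library 9, where it did not pass. In A537T-TRAMP it was 0.70 without library 6 at 10 weeks, and at 30 weeks 0.54 without library 14 and 0.10 without library 13, where it did not pass. The hypoxia list had −0.07 and −0.10 at 10 weeks, neither past the threshold, and 0.48 (0.31 without library 17) and 0.09 at 30 weeks. At 10 weeks it was 0.04 in KO-TRAMP without library 1 and −0.18 in A537T-TRAMP without library 3. In A537T-TRAMP at 30 weeks it did not pass without library 10, 13 or 15, and was 0.05 without library 10 and 0.15 without library 14. The mRNAs of the mitochondrial genome did not pass in any comparison with all libraries, with medians of −0.01, 0.08, −0.03 and −0.02 in KO-TRAMP and A537T-TRAMP at 10 weeks and then at 30 weeks. In A537T-TRAMP they were 0.34 without library 4 and −0.07 without library 5 at 10 weeks, and −0.14 without library 15 at 30 weeks, of which the first and the last passed. In KO-TRAMP they were 0.11 without library 7 at 10 weeks and 0.06 without library 11 at 30 weeks. The tables list 35 mitochondrial features, of which 22 are tRNAs, and none had more than 1 read in any library, so their levels were not measurable here.

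Of 15 genes the study names for 30 weeks, 1 passed in KO-TRAMP when adjusted over all genes tested, 8 when adjusted over the list alone, and 10 had an unadjusted p under 0.05. The study chose these genes on these samples, so the second count is not independent evidence. The counts take no account of direction. The paper describes Sema3a, Sema3c, Sema5a, Sema6a and Nox4 as reduced in KO-TRAMP and increased in A537T-TRAMP. Here Nox4 (log2 fold change 1.84, among the 8) and Sema3a (2.37) were higher in KO-TRAMP. Sema3c (−0.29), Sema5a (−0.80) and Sema6a (−0.45) were lower there. In A537T-TRAMP the values of Sema3a, Sema3c, Sema5a and Sema6a were −0.23, −0.04, −0.02 and −0.44. Sparc was the gene that passed over all genes, with 2966 ± 436 against 804 ± 35.7 normalized counts and a log2 fold change of 1.87 (SE 0.13, limma adjusted p 0.0229). Over the list, 10 genes were higher and 5 lower, from −2.97 (Cdo1) to 4.17 (Thsd4, SE 1.86). Thsd4 was 2.85 without library 17 and 6.42 without library 16, and Runx1t1 (2.12) was 1.11 and 3.79. In A537T-TRAMP 0 passed over all genes, 3 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone, Sparc (0.92) and Igf1 (2.33). There 8 genes were higher and 6 lower, and Nox4 was under the minimum mean. Without library 16 the count over all genes in both lines was 9. Of further genes whose proteins the study discusses, Myc, Ptk2, Egfr, Mapk9, Slirp, Nono, Sfpq and Hsd17b10 did not pass in any comparison. Slirp (0.39) and Nono (0.30) in KO-TRAMP at 30 weeks had the smallest limma adjusted p of these, 0.365 each. The authors' own comparison had both under an s-value of 0.05 there, with shrunken log2 fold changes of 0.25 (Slirp, s-value 0.0444) and 0.24 (Nono, s-value 0.0175). The paper measured prostate proteins in anterior and dorsal lobes, while this RNA is from ventral and lateral lobes. These RNA values therefore do not test its protein findings.

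**Figure D3:**
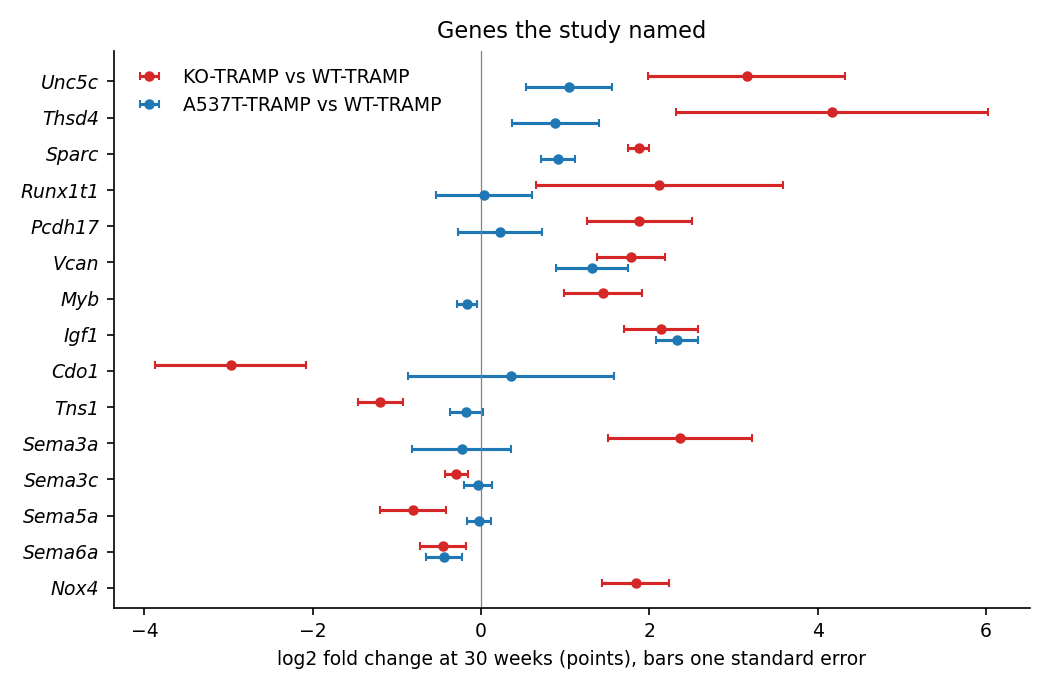
Log2 fold change at 30 weeks (horizontal, points) with 1 standard error (bars) of the 15 genes the study names, in KO-TRAMP and A537T-TRAMP relative to WT-TRAMP. Sparc (1.87 in KO-TRAMP) passed over all genes tested, and Nox4 was tested in KO-TRAMP only.

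The libraries differed in composition within groups. The labels say that seminal vesicles and surrounding adipose tissue were removed at dissection. The 9 seminal vesicle genes took at most 0.000459% of the reads in WT-TRAMP libraries 1 to 3. They took 0.0487%, 9.05% and 1.259% in A537T-TRAMP libraries 4, 5 and 6, and 0.000906%, 0.0522% and 1.63% in KO-TRAMP libraries 7, 8 and 9. At 30 weeks they took 4.35%, 0.000106% and 1.90% in WT-TRAMP libraries 10 to 12, as read from the KO-TRAMP table. They took 5.45%, 0.000313% and 2.65% in A537T-TRAMP libraries 13 to 15, and 0.267%, 0.000701% and 0.107% in KO-TRAMP libraries 16 to 18. The neuroendocrine list averaged 9.63 and 8.99 on the log2 scale in libraries 17 and 18 and 1.81 in library 16. In WT-TRAMP it averaged 6.73, 1.73 and 5.94 in libraries 10 to 12.

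**Figure D4:**
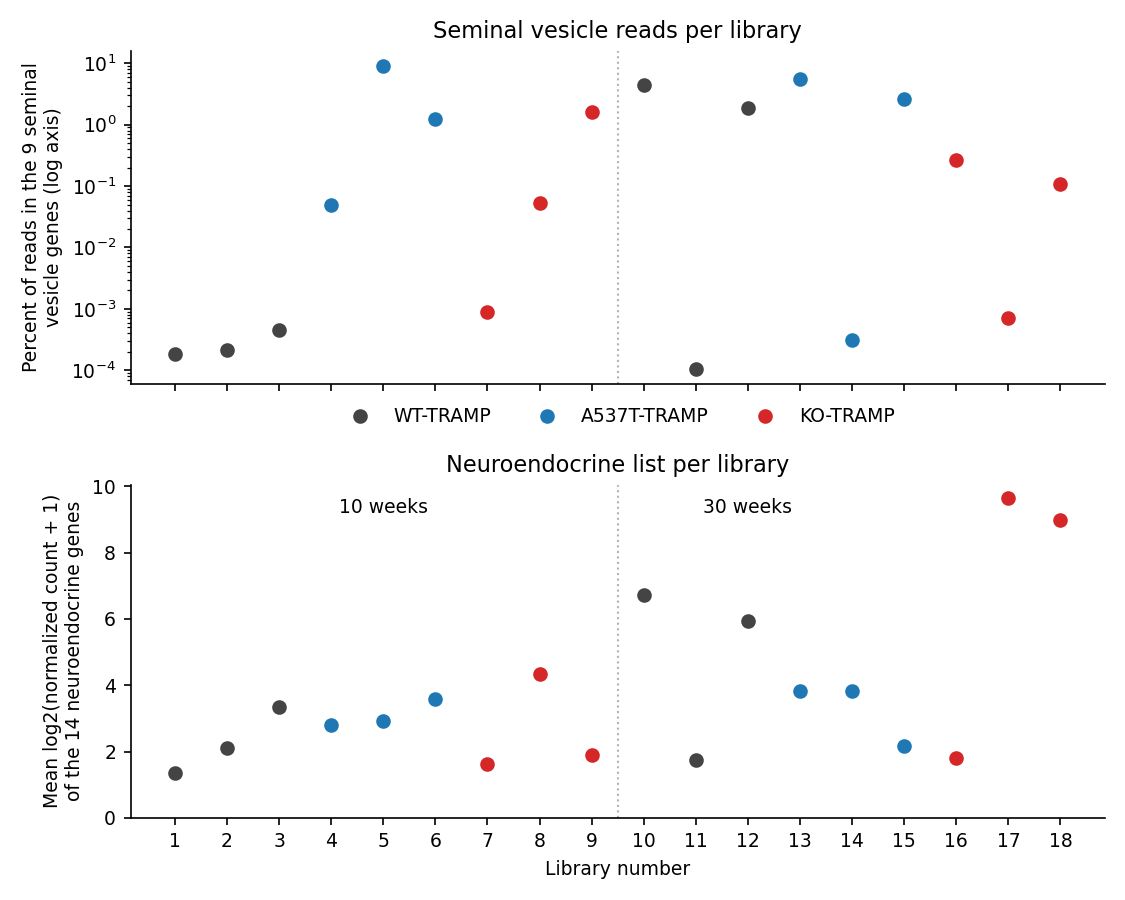
Percentage of reads in the 9 seminal vesicle genes (upper panel, log axis) and mean log2(normalized count + 1) of the 14 neuroendocrine genes (lower panel) for each of the 18 libraries (points, coloured by line, with 10 weeks left and 30 weeks right of the dotted line). WT-TRAMP values are from the KO-TRAMP tables, so in the lower panel A537T-TRAMP libraries are on the scale of another table. Library 5 had 9.05% seminal vesicle reads, and libraries 17 and 18 had neuroendocrine means of 9.63 and 8.99.

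The composition lists were tested with camera at the preset correlation, adjusted together. At 10 weeks the seminal vesicle list rose by a median of 4.77 in KO-TRAMP and 8.45 in A537T-TRAMP, and the smooth muscle list by 0.82 and 1.60, with 10 of 10 genes higher in both. At 10 weeks A537T-TRAMP also passed for the neuroendocrine list (1.38), the T cell list (−0.94) and the B cell list (−1.73). At 30 weeks both lines passed for the adipose list (−3.24 in KO-TRAMP and −3.23 in A537T-TRAMP), the B cell list (−1.77 and −1.35), the skeletal muscle list (2.21 and 0.95), the macrophage list (1.20 and 0.28) and the luminal secretory list (−0.83 and 0.14). KO-TRAMP passed for the erythrocyte list (0.91) and A537T-TRAMP for the neuroendocrine list (−1.53). The basal epithelium list passed in no comparison, with a median of 0.69 in KO-TRAMP at 30 weeks.

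Within the 30-week groups, libraries 12, 15 and 18 lay between the other libraries of their group for most genes. Of the genes with a mean of at least 100 over the 3 libraries, 0.443%, 0.979% and 0.334% fell more than 1.5-fold outside the range of the other libraries. In the other 15 libraries this was 1.65% to 25.8%.

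**Figure D5:**
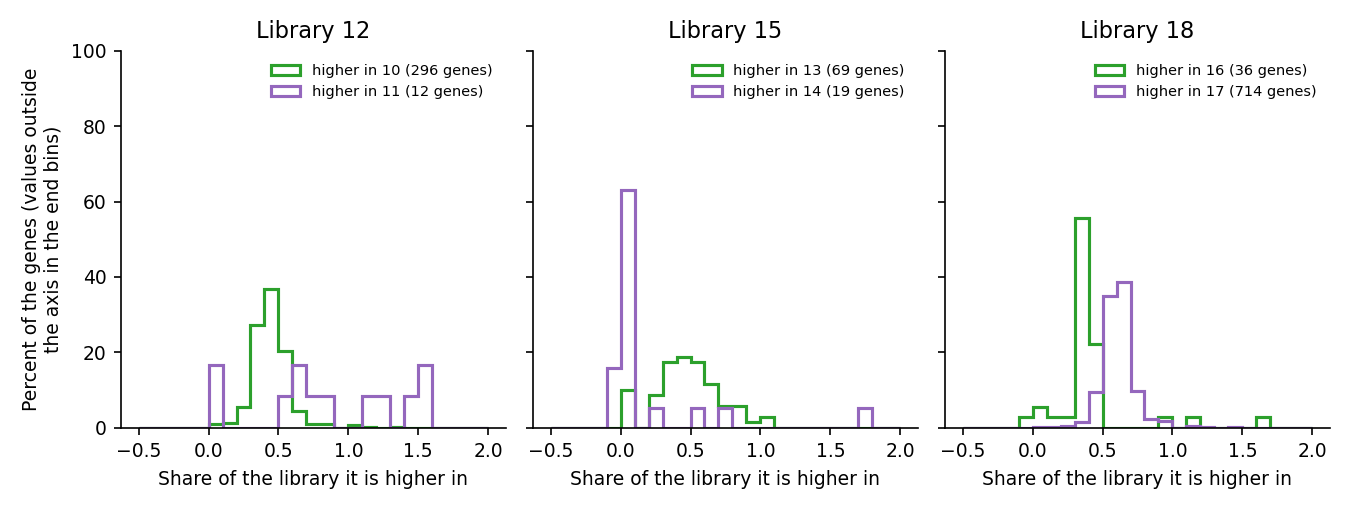
For libraries 12, 15 and 18, the share of another library of the group that each gene implies (horizontal), as a percentage of the genes at least 8-fold higher in that library (vertical). For library 18 the medians were 0.37 for genes higher in library 16 and 0.61 for genes higher in library 17.

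In the authors' deposited tables, 240, 436, 2160 and 300 genes had an s-value under 0.05 in KO-TRAMP and A537T-TRAMP at 10 weeks and then at 30 weeks. At an s-value under 0.005 the authors' deposited tables held 136, 214, 701 and 167 genes. Of the genes under 0.05 in the authors' deposited tables, 238, 431, 2155 and 298 were tested here, and all of these had the same direction. Every gene past the threshold here was among those of the authors' deposited tables.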

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

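The random regroupings below were planned before the splits were run, and the other tests were chosen after the results they address had been seen. Each pathway list was tested for a difference between a line's effect at 30 weeks and at 10 weeks, 16 tests with camera at the preset correlation. For 11 of them the difference had an adjusted p under 0.05, which is why they are listed. In KO-TRAMP the median difference (30 weeks minus 10 weeks, log2) was 0.44 for nuclear oxidative phosphorylation, 0.96 for proliferation, −0.36 for interferon response, −0.45 for the unfolded protein response, 1.41 for extracellular matrix, 0.41 for hypoxia and 0.62 for angiogenesis. In A537T-TRAMP it was 0.24 for nuclear oxidative phosphorylation, 0.37 for proliferation, 0.79 for interferon response and −0.56 for angiogenesis. Of these 11, only the extracellular matrix difference in KO-TRAMP also passed with fry (adjusted p 0.00543).

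The libraries were regrouped at random within each table to see how often such counts arise. In 26 of 100 regroupings, the real one included, at least 11 of the 16 differences passed, with a median of 9 and a largest count of 14. Chance differences between libraries therefore stay open for the count of 11. Regrouping could not decide for the extracellular matrix list in KO-TRAMP alone, since the 10 of 100 regroupings with a camera p at least as small were all among those that kept the 30-week groups. Its mean on the log2 scale was 9.55, 9.54 and 9.60 in libraries 16 to 18 against 8.04, 7.85 and 8.004 in libraries 10 to 12, and 7.32, 7.88 and 7.93 in libraries 7 to 9 against 7.45, 7.59 and 7.29 in libraries 1 to 3. In the 12 fits without 1 library the median difference stayed between 1.04 and 1.53, with an unadjusted fry p of at most 0.00142. These values and the fry adjusted p of 0.00543 argue against chance differences between libraries as the whole cause, if the libraries are independent. Library 18 may be a mixture of the other KO-TRAMP libraries at 30 weeks, as weighed under the other observations. The agreement of libraries 16 to 18 would then be partly built in, and the fry p-values would overstate the evidence. The median difference was 1.25 without library 12 and 1.29 without library 18, and no fit left out both. Camera's preset correlation is a candidate source of the high counts, since the genes of a list rise and fall together between single libraries and fry kept 1 of them. No gene passed the interaction test, so all 100 of the 100 regroupings gave at least as many genes (0) for KO-TRAMP and all 100 of 100 did for A537T-TRAMP. At an unadjusted p under 0.05 there were 2146 and 1014 genes.

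A lower share of epithelial cells in KO-TRAMP tumours at 30 weeks was weighed for the rise of the extracellular matrix list. It would raise the markers of every other cell type alike. The macrophage list rose by a median of 1.20 (12 of 12 genes higher), with Lyz2 at 1275 ± 128 against 317 ± 9.29 normalized counts, but the adipose list had a median of −3.24 (8 of 8 genes lower). These opposite changes cannot decide, since WT-TRAMP libraries at 30 weeks may hold adipose tissue that the dissection was meant to remove. Other lists were mixed. The luminal secretory list had a median of −0.83 (11 of 14 genes lower) and the angiogenesis list 1.03 (24 of 24 genes higher). The smooth muscle list had 0.05 (6 of 10 genes higher) and the B cell list −1.77 (3 of 4 genes lower). A lower epithelial share therefore stays open. A larger share of matrix-producing cells, more matrix expression per cell, or the genotype and age of the tumours stay open, and none of these was tested. Library composition also differed in other ways. The neuroendocrine list averaged 9.63 and 8.99 in libraries 17 and 18 but 1.81 in library 16, so tumour type within KO-TRAMP is mixed with any effect of the line. The 3 WT-TRAMP libraries at 10 weeks had fewer seminal vesicle reads than the 6 mutant libraries of that age. Depth did not separate the ages or lines, between 9380174 and 14830104 reads.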

How the results depend on the processing

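Most counts of genes moved under some alternative, and the cause was not tested unless stated. In KO-TRAMP at 10 weeks (2 genes) a minimum mean of 50 gave 0 genes (795 at an unadjusted p under 0.05), edgeR gave 0 (1068) and DESeq2 gave 83. The 6 fits that each left out 1 library gave 1 to 9 genes, most without library 3. In A537T-TRAMP at 10 weeks (1 gene) a pseudocount of 0.5 gave 0 genes (1211 at an unadjusted p under 0.05), a minimum mean of 50 gave 0 (857), since Gm26444 had a mean of 47.9, edgeR gave 0 (1363), the seminal vesicle covariate gave 0 (624), array weights gave 4 and DESeq2 gave 148. The 6 fits without 1 library gave 0 (563 at an unadjusted p under 0.05, without library 1) to 65 genes, most without library 4.

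In KO-TRAMP at 30 weeks (36 genes) edgeR gave 15 genes, 14 of them shared with the 36. DESeq2 gave 805 and array weights gave 10748, and both kept all 36. The covariate gave 0 (1976 at an unadjusted p under 0.05), and leaving out libraries 12 and 18 gave 0 (343). With array weights 52.4% of the genes were higher, with DESeq2 70.9%, and in the reported setting 88.9%. The 6 fits without 1 library gave 0 to 3064 genes: 0 without library 10, 12 or 18, 2 without library 11, 13 without library 17 and 3064 without library 16. Array weights gave library 18 a weight of 170.3 and libraries 16 and 17 weights of 0.0970 and 0.161, so that fit rests on library 18 alone in KO-TRAMP. In A537T-TRAMP at 30 weeks (0 genes) array weights gave 3388, DESeq2 gave 166 and the fits without 1 library gave 0 (705 at an unadjusted p under 0.05, without library 15) to 145, most without library 11. Weights there were 5.17 for library 12 and 4.55 for library 15.

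The interaction counts (0 for both lines) moved to 1 gene for KO-TRAMP with a pseudocount of 10 and to 1 with no filter. Array weights gave 5188 for KO-TRAMP and 1645 for A537T-TRAMP, and DESeq2 gave 389 and 49. The 12 fits without 1 library gave 0 to 1944 genes for KO-TRAMP, most without library 16, and 0 to 20 for A537T-TRAMP, most without library 11. The high count without library 16 may reflect that libraries 17 and 18 share RNA, as weighed under the other observations.

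Elac2 in KO-TRAMP at 30 weeks passed with array weights (−0.27). In the 6 fits without 1 library it was −0.29 to −0.13 in KO-TRAMP and −0.19 to 0.0064 in A537T-TRAMP at 10 weeks, and −0.30 to −0.12 and −0.059 to 0.11 at 30 weeks. Of 32 list tests 24 passed with camera, 5 with fry, 1 with an estimated correlation, and 23 to 25 without 1 library. Of the genes the study names, 1 passed over all genes and 10 when adjusted over the list alone, in both lines together and in either direction. Array weights gave 21 and 21, and leaving out libraries 12 and 18 gave 0 and 2. The fits without 1 library gave 0 to 9 and 5 to 15, with 9 without library 16 and 5 without library 18. The correlation at 10 weeks was 0.670 with no filter and 0.618 as Spearman's rho, and 0.623 (without library 8) to 0.820 (without library 3) without 1 library. At 30 weeks it was 0.0367 to 0.520 without 1 library.

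In KO-TRAMP at 30 weeks leaving out 1 library moved 4 of the study's genes by over 1.5 times without a change of direction: Thsd4 (4.17; 2.85 to 6.42), Runx1t1 (2.12; 1.11 to 3.79), Sema5a (−0.80; −1.13 to −0.35) and Sema6a (−0.45; −0.62 to −0.24). For the first 3 the values nearest 0 came without library 17 and the others without library 16. Directions reversed for genes of A537T-TRAMP at 30 weeks that were near 0. Runx1t1 was −0.031 with a pseudocount of 10, −0.12 with array weights, −0.24 with edgeR and −0.25 with DESeq2. Pcdh17 was −0.60 with array weights, and Sema3a was 0.37 after quantile normalization. Without 1 library the ranges were −0.56 to 0.58 for Runx1t1, −0.22 to 0.67 for Pcdh17, −0.68 to 1.55 for Cdo1, −0.34 to 0.032 for Tns1, −0.56 to 0.039 for Sema3a, −0.21 to 0.088 for Sema3c and −0.13 to 0.091 for Sema5a. For 44 single-gene results, 670 values under alternatives were computed: 559 stayed on their side of the threshold with their direction, 35 fell below it, 56 rose above it and 20 reversed, 14 of these on leaving out 1 library.

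No paired analysis was possible because the column headers carry no replicate numbers. A fit of all samples together was not run because the tables were normalized separately.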

Other observations

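The regroupings of the libraries for counts of genes, lists and study genes were planned before the splits were run. All other tests in this part, including the shuffles for the correlations, were chosen after the results had been seen.

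Each comparison of 3 libraries against 3 has 10 splits, so no share under 0.1 is possible and these counts alone cannot separate a line's effect from a grouping by chance. In KO-TRAMP at 10 weeks 2 of the 10 splits gave at least 2 genes with an adjusted p under 0.05. In A537T-TRAMP at 10 weeks 2 of the 10 gave at least 1 gene, and the largest count was 4. In KO-TRAMP at 30 weeks 1 of the 10, the real one, gave 36 genes or more. In A537T-TRAMP at 30 weeks all 10 of the 10 gave at least 0 genes, with a largest count of 2 against 0 in the real split, which had 1173 genes at an unadjusted p under 0.05. Over joint splits of the tables, 15 of 100 gave at least 24 list tests past the threshold, with a median of 20 and a largest count of 26. For the genes the study names, 10 of 100 joint splits gave at least 1 gene over all genes tested. Adjusted over the list alone, 2 of 100 gave at least 10 genes, with a median of 0. The study chose those genes on these samples, so a high count in the real split was to be expected, and neither number decides about a grouping by chance. For the correlation between the lines' effects, 19 of 100 shuffles of the 9 libraries' deviations from their group means, with random signs, gave an r at least as high at 10 weeks and 72 of 100 did at 30 weeks. Chance differences between libraries are therefore enough for both correlations.

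Both genes past the threshold at 10 weeks share their sequence with other genes, and reads may have been divided differently between copies in different mice. Gm26444 had 97.9, 124 and 98.004 normalized counts in libraries 1 to 3 and 0 in libraries 7 to 9 of the KO-TRAMP table. There Gm22317 had 67.4 and 63.4 in libraries 7 and 9, Gm25679 had 149 in library 8, and both had 0 in libraries 1 to 3. These are copies of U1 small nuclear RNA that hold all of the sequence of Gm26444. When Gm26444 and its 6 copies of this kind were summed, the adjusted p was 0.896 in KO-TRAMP (log2 fold change −0.30, SE 0.33) and 0.959 in A537T-TRAMP (0.05, SE 0.32). Summing 2210418O10Rik with Gm14296 gave an adjusted p of 0.888 (0.14, SE 0.15). A loss or gain of these genes alone would have changed these sums, so they are consistent with reads moving between copies. A sequence difference between the mice at these copies is a possible explanation that was not tested.

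Library 18 (KO-TRAMP, 30 weeks) lay between libraries 16 and 17. From 36 genes at least 8-fold higher in library 16 its median share of that library was 0.37 (quartiles 0.34 and 0.40). From 714 genes at least 8-fold higher in library 17 its share was 0.61 (quartiles 0.55 and 0.66). The shares come from separate genes and sum to 0.973, where a mixture of both would give 1. Chga had 1.03, 6426 and 4005 normalized counts in libraries 16, 17 and 18, and Svs4 had 8406, 13.8 and 3149. Only 0.334% of genes with a mean of at least 100 over the 3 libraries lay more than 1.5-fold outside the range of libraries 16 and 17. These values are consistent with library 18 holding RNA of the same 2 sources as libraries 16 and 17. An independent mouse with a tumour of intermediate composition stays open and was not tested. If library 18 were a mixture, KO-TRAMP at 30 weeks would hold fewer than 3 independent libraries, and its 36 genes would overstate the evidence. With libraries 12 and 18 left out, which was added after seeing the data, 0 genes passed and 343 had an unadjusted p under 0.05.

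Libraries 12 and 15 also lay between the others of their groups. For library 12 the shares were 0.44 (296 genes) and 0.77 (12 genes), a sum of 1.21. The 12 genes are too few, and mostly members of gene families, to decide. Nlrp10 had 33.6, 304 and 170 normalized counts in libraries 10, 11 and 12. For library 15 the shares were 0.46 (69 genes) and 0.018 (19 genes), a sum of 0.482. There 9530053A07Rik had 152, 47379 and 687 normalized counts in libraries 13, 14 and 15, and Tgm4 had 70.5, 5891 and 215. A mixture of libraries 13 and 14 is argued against by these values. The minimum of 15 genes per share was set after the shares had been seen. With a minimum of 10 the reading of library 18 and of library 15 would be unchanged and library 12 would count against a mixture. With a minimum of 20 library 18 would be read the same way and library 15 would be left undecided. In the other 15 libraries the sum ranged from −0.011 to 3.73.

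Seminal vesicle RNA may contribute to the genes that the authors' deposited table raises in A537T-TRAMP at 10 weeks. Genes were taken as following the seminal vesicle score where their deviations from the group means over the 9 libraries at 30 weeks had a correlation of at least 0.9 with it, the 9 list genes left out. Of the 393 raised genes tested here, 18 (4.58%) were in this set, against 0.577% of all tested genes (odds ratio 10.1, two-sided Fisher's exact p 8.02e-12). An earlier definition of the set, from pairs of libraries picked by their seminal vesicle reads, gave a larger share and was replaced for that reason. The most abundant list genes reached 698197 (Svs2) and 257915 (Svs5) normalized counts in library 5 and 8.08 and 13.1 in library 3 of the same table. Of the 9 list genes, 9 reached the minimum mean in this comparison and 8 in KO-TRAMP at 10 weeks. At 30 weeks WT-TRAMP library 10 also had 4.35% seminal vesicle reads. With the score as a covariate, added after seeing the data, no gene passed in A537T-TRAMP at 10 weeks (624 at an unadjusted p under 0.05). The score differs between these groups, so the covariate also removes part of any effect of the line.

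For the 375 raised genes outside that set, the median log2 difference from WT-TRAMP was 0.65 in library 4, which has few seminal vesicle reads, against 2.51 and 1.83 in libraries 5 and 6. Of all 405 raised genes in the authors' deposited table, 89.1% were lowest in library 4, where chance gives 33.3%. One library with a smaller rise neither excludes seminal vesicle or neighbouring tissue as a source nor shows it, so for these genes this source and the A537T change cannot be told apart. The smooth muscle list also rose at 10 weeks in both lines (10 of 10 genes), and how much adjoining tissue was dissected was not measured.

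Neuroendocrine tumour cells in libraries 17 and 18 may contribute to the genes raised in KO-TRAMP at 30 weeks in the authors' deposited table. Over its 1418 raised genes the median log2 difference from WT-TRAMP was 0.28 in library 16, against 0.90 and 0.76 in libraries 17 and 18. Of these genes 76.6% were lowest in library 16, where chance gives 33.3% if the 3 libraries are independent. Library 18 lay between libraries 16 and 17 for most genes, which can raise the share that chance gives. The most abundant markers include Chga, with 6426 and 4005 normalized counts in libraries 17 and 18. Chga had 231, 0 and 119 in WT-TRAMP libraries 10 to 12, so WT-TRAMP tissue also expresses it, and all 14 list genes reached the minimum mean in this comparison. For the 32 genes raised here the medians were 1.799, 1.66 and 1.79 in libraries 16, 17 and 18. The test requires genes to be alike in the 3 libraries, so this set cannot decide, and neuroendocrine cells and the line cannot be told apart for it. Whether the knockout changes how often such tumours form cannot be read from 3 mice.

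Other tissues may explain single genes at 30 weeks. Fabp4 was lower in A537T-TRAMP and Ucp1 lower in KO-TRAMP. Of the adipose list 8 of 8 tested genes, Fabp4 among them, were lower in A537T-TRAMP, and 8 of 8 were in KO-TRAMP. In the A537T-TRAMP table Fabp4 had 216, 687 and 437 normalized counts in libraries 10 to 12, against 68, 21.5 and 44.9 in libraries 13 to 15. In the KO-TRAMP table Ucp1 had 54.8, 259 and 162 in libraries 10 to 12 and at most 2.06 in libraries 16 to 18. There Fabp4 had 225, 720 and 459 in libraries 10 to 12, against 46.3, 431 and 288 in libraries 16 to 18. The adipose list averaged 5.86, 7.21 and 6.75 in the former and 2.14, 5.16 and 4.51 in the latter. Libraries 17 and 18 thus kept adipose RNA, so loss of adipose tissue alone may not account for their low Ucp1. At 10 weeks 3 of the 10 list genes reached the minimum mean, so WT-TRAMP libraries at 30 weeks may hold adipose tissue that the dissection was meant to remove. Myh1 and Myh4, noted after their values were seen, were raised in KO-TRAMP, and 9 of 11 tested skeletal muscle genes, both of them included, were higher. Myh4 had 57.6, 204 and 143 in libraries 16 to 18 and at most 1.92 in libraries 10 to 12. Myh4 also had 866 in WT-TRAMP library 2, so muscle RNA was not confined to a line. Acta1, the most abundant gene of that list in these libraries, had 234, 412 and 359 in libraries 16 to 18 and 513, 323 and 423 in libraries 10 to 12, a baseline that could hide a small share of muscle RNA.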
